# Continuous Hypoxic Culturing of Human Embryonic Stem Cells Enhances SSEA-3 and MYC Levels

**DOI:** 10.1371/journal.pone.0078847

**Published:** 2013-11-13

**Authors:** Elisa Närvä, Juha-Pekka Pursiheimo, Asta Laiho, Nelly Rahkonen, Maheswara Reddy Emani, Miro Viitala, Kirsti Laurila, Roosa Sahla, Riikka Lund, Harri Lähdesmäki, Panu Jaakkola, Riitta Lahesmaa

## Abstract

Low oxygen tension (hypoxia) contributes critically to pluripotency of human embryonic stem cells (hESCs) by preventing spontaneous differentiation and supporting self-renewal. However, it is not well understood how hESCs respond to reduced oxygen availability and what are the molecular mechanisms maintaining pluripotency in these conditions. In this study we characterized the transcriptional and molecular responses of three hESC lines (H9, HS401 and HS360) on short (2 hours), intermediate (24 hours) and prolonged (7 days) exposure to low oxygen conditions (4% O_2_). In response to prolonged hypoxia the expression of pluripotency surface marker SSEA-3 was increased. Furthermore, the genome wide gene-expression analysis revealed that a substantial proportion (12%) of all hypoxia-regulated genes in hESCs, were directly linked to the mechanisms controlling pluripotency or differentiation. Moreover, transcription of *MYC* oncogene was induced in response to continuous hypoxia. At the protein level MYC was stabilized through phosphorylation already in response to a short hypoxic exposure. Total MYC protein levels remained elevated throughout all the time points studied. Further, MYC protein expression in hypoxia was affected by silencing HIF2α, but not HIF1α. Since MYC has a crucial role in regulating pluripotency we propose that induction of sustained MYC expression in hypoxia contributes to activation of transcriptional programs critical for hESC self-renewal and maintenance of enhanced pluripotent state.

## Introduction

Pluripotent human embryonic stem cells (hESCs) are derived from pre-implantation blastocysts. As early embryonic development takes place in low oxygen environment [1], [2], continuous hypoxic culturing of hESCs more closely resembles their physiologic environment than culturing them in normoxia. This is supported by results showing that hypoxic growth conditions (less than 5% O_2_) prevent spontaneous differentiation, reduce chromosomal aberrations, maintain active X-chromosome state and enhance hESCs self-renewal [3]–[7]. Furthermore, many recent studies have shown that low oxygen facilitates directional differentiation and helps to maintain the multipotency of stem and progenitor cells [8]–[11]. Subsequently, the reduced oxygen levels significantly increase production of desired cell populations from induced pluripotent stem cells (iPSCs) [12]–[15]. Moreover, low oxygen also potentiates generation of iPSCs from mouse and human fibroblasts [16]. Collectively, all available data suggest that hypoxia is important for the maintenance of undifferentiated cell state as well as unlocking the directional differentiation potential of stem cells. However, very little is known about the molecular mechanisms underpinning these processes.

In all cell types much of the hypoxic responses are mediated by hypoxia-inducible transcription factors (HIFs). HIFs are heterodimeric molecules consisting of HIFα and HIFβ subunits. The β-subunit is constitutively expressed whilst α-subunit is constitutively degraded in normally oxygenated cells. The Von Hippel-Lindau (pVHL) protein is an E3 ubiquitin ligase required for ubiquitination of HIFα once these proteins have physically interacted. Ubiquitination targets HIF-α to proteasomes and subsequent degradation [17]. The mechanism of cellular oxygen sensing is bound to this interaction, since the recognition and binding of pVHL to HIFα requires oxygen-dependent hydroxylation of conserved proline residues on HIFα by HIF prolyl hydroxylases (PHD1–3) [18]–[20]. In hypoxic conditions hydroxylation is inhibited leading to stabilization of HIFα and activation of oxygen-sensitive responsive transcriptional programs.

MYC is a pleiotropic transcription factor having thousands of binding sites throughout the genome regulating various cellular processes such as proliferation, growth, ontogenesis, transformation and differentiation. More importantly, MYC is essential for driving self-renewal and maintaining the pluripotent state of mouse embryonic stem cells (mESCs) as well as hESCs [21]–[23]. Further, overexpression of MYC effectively enhances reprogramming of differentiated somatic cells to iPSCs [24]. In addition, MYC is the key connecting point in protein interaction networks enriched in hESCs [25], [26].

Here we report detailed analysis of molecular and transcriptional responses of three hESC lines (H9, HS401 and HS360) to short (2h), intermediate (24 h) and prolonged (7d) continuous hypoxia (4% O_2_). Our data shows that culturing of hESCs in low oxygen activates transcriptional processes that support pluripotency and prevent differentiation. Furthermore, the results suggest that elevated MYC level is responsible for hypoxia-mediated maintenance of dedifferentiating regulatory programs in hESCs.

## Materials and Methods

### Ethics Statement

Ethics Committee of South-West Finland Hospital District has given us the permission to grow hESC lines. Research was carried out following the good scientific practice and guidelines of the National Advisory Board on Research Ethics.

### Cell Culture

Human ESC lines H9 and H7 [27] were obtained from WiCell, HS360 and HS401 [28] were obtained from Outi Hovatta (Karolinska Institute, Sweden). Stock cultures of hESCs were cultured on 0.1% gelatin (Sigma) coated plates on human foreskin fibroblasts (ATCC CRL-2429) having media composition; DMEM F12 (Stem Cell Technologies), 20% Serum Replacement, Knockout SR (Gibco), 2 mM Glutamax (Gibco), 1% Non-essential Aminoacids (Gibco), 48,5 U/ml Penicillin-Streptomycin (Gibco), 0.1 mM 2-mercaptoethanol (Gibco), 4 ng/ml rhFGF (R&D Systems). Media was changed daily. Cultures were divided by enzymatic passaging with Collagenase IV (Gibco 17104-019).

Embryonal carcinoma cell line 2102Ep [29] was obtained from Peter Andrews (University of Sheffield, UK). The cells were maintained in DMEM (Sigma) supplemented with 10% fetal calf serum (FCS) (PromoCell) and 2 mM l-glutamine (Sigma) and passaged using 0.05% trypsin-EDTA.

### Experimental Setup

Cells passaged with Collagenase IV were cultured on Matrigel (BD Biosciences) coated plates having mTeSR1 (StemCell Technologies) media. One day after seeding, 7 day time point plates were transferred to hypoxia incubator (Invivo2 400, Ruskinn technologies, UK), which allows media change and handling of cells to be performed under strictly controlled atmospheric conditions. In order to have sufficient amount of cells before collection, the 24 hour time point plates were cultured for 2 days and 2 h time point plates for 3 days in normoxia (21% O_2_ and 5% CO_2_) prior transfer to hypoxic culture conditions (4% O_2_ and 5% CO_2_). The low oxygen balanced media was changed to the plates immediately when cells were transferred into hypoxia incubator. The cells were fed daily with growth media balanced overnight in correct CO_2_ and O_2_ conditions for both hypoxia and normoxia cultured cells. Hypoxia treated cells were harvested in hypoxia incubator. After harvesting, the samples were frozen immediately with dry ice and stored at –80°C.

### Detection of Proteins

For protein analysis cells were harvested in SDS-Triton lysis buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 10 mM NaF, 0.5% Triton X-100, 1% SDS, 1 mM Na_3_VO_4_, 1 mM phenylmethylsulfonyl fluoride and Complete protease inhibitors) followed by addition of 6 x SDS buffer, sonication and boiling prior to loading. Protein concentrations were measured with Bio-Rad DC-protein assay prior to addition of 6 X SDS buffer and equal amounts of protein was loaded and run on SDS-PAGE in a mini-gel chamber (Bio-Rad) and transferred on Nitrocellulose-membrane (Bio-Rad). Western blot analyses with the specific antibodies were performed. Information on antibodies and dilutions used is provided in File S1. All primary antibody incubations were carried out overnight at +4°C followed by Horseradish peroxidase-conjugated secondary antibody treatment for one hour at room temperature. Proteins were detected with enhanced chemiluminescence reagent (Pierce).

### Exon Arrays

To study transcriptional changes, RNA was isolated from three different timepoints 2 h, 24 h and 7 days and from both O_2_ conditions. Experiment was repeated with three different hESC lines resulting 18 samples with three biological replicates for each timepoint and condition.

RNA was isolated from cell pellets with RNeasy Kit (Qiagen). To eliminate genomic DNA from RNA samples DNase I (Qiagen) digestion in the column was included. RNA concentration in the samples was measured with Nanodrop (Thermo Scientific). Samples were hybridized on GeneChip Human Exon 1.0 ST Arrays (Affymetrix) according to manufacturer’s protocol in the Finnish Microarray and Sequencing Centre, at Turku Centre for Biotechnology, Finland.

### Exon Array Data Analysis

The data (available at database GEO: GSE35819) was pre-processed with Chipster open source analysis platform (http://chipster.csc.fi/) using RMA method. The probes were re-annotated using the custom CDF package provided by Brainarray [30] and the expression signals were summarized at gene level based on Entrez gene annotations. The downstream data analysis was carried out with R/Bioconductor software [31], [32]. 

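Each pair of hESC lines within a group was compared by Pearson's correlation across the 23536 genes. The lowest correlation of each of the 6 groups lay between 0.945 and 0.972 on the log2 scale and between 0.931 and 0.952 on the linear intensity scale. Among the genes above the median level it lay between 0.844 and 0.919 on the log2 scale. No pair of arrays held identical values. The highest correlation between 2 arrays of different lines was 0.987, and between 2 arrays of 1 line 0.994. These correlations are across genes, which are not independent replicates.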

The minimum pearson's correlation values between replicates in each group were between 0.93 and 0.95 signifying good reproducibility. The statistical analysis for detecting the global differences in the gene expression between the groups was carried out using Bioconductor's Limma package [33]. For filtering out the differentially expressed genes, the minimum fold-change limit was set at 1.5 and the significance level at 0.01. Ingenuity Pathway analysis (http://www.ingenuity.com/) was used to study HIF1α pathway.

### RT-PCR

RT-PCR analysis was carried out as previously described [34]. The results were normalized with the expression values of housekeeping gene EF1α. The primer and probe sequences (File S1).

### Flow Cytometry

The morphology of the colonies was observed with Stereo LuMAR V.12 stereomicroscope (Zeiss).

Cells were harvested from the feeder free plates with 0.01% Trypsin-EDTA and washed twice with cold buffer (D-PBS, 2% FCS, 0.01% sodium azide). Primary antibodies (File S1) were incubated for 30 min at +4°C, after which cells were washed. Secondary antibodies were incubated for 30 min at +4°C. The cells were washed and run with FACS Calibur (BD Biosciences) and analyzed with Cyflogic Version 1.0.2 (Perttu Terho CyFlo Ltd).

### RNA Interference and hESC Transfection

RNA interference was performed with synthesized siRNA oligonucleotides (Sigma) or (MWG-Biotech) using previously validated siRNAs targeting HIF1α and HIF2α (File S1). Transfections were performed according to the manufacturer’s protocols using Lipofectamine 2000 reagent (Invitrogen) with 200 nM concentration of siRNAs. HIF siRNAs were introduced to hESCs by two consecutive transfections performed at 24 h and 48 h after plating in normoxic conditions. After 48 h from the first transfection cells were introduced to hypoxia where overnight balanced hypoxic media was introduced immediately.

## Results

### Hypoxic Response in hESCs

H9, HS401 and HS360 hESC lines were exposed to normoxia (21% O_2_) and hypoxia (4% O_2_) for 2 hours, 24 hours or 7 days. All incubations and daily changes of culture medium were performed under strictly controlled atmospheric conditions. Importantly, cells cultured under hypoxic conditions were not exposed to ambient oxygen at any stage of the experiment. Protein analyses showed that HIF1α protein was stabilized after short (2 h) hypoxic exposure. However, the level of HIF1α protein was reduced already after intermediate (24 h) culture in hypoxia and was almost undetectable after prolonged (7 days) hypoxic culture, whereas HIF2α was expressed in all conditions and time points analyzed (Figure 1A). Interestingly, all HIF prolyl hydroxylase isotypes (PHD1–3) were expressed already in normoxic conditions. Hypoxia further increased the amount of PHD2 and PHD3 at 24 h timepoint in all hESC lines studied (Figure 1B). To further validate the experimental set up we analyzed the mRNA levels of known hypoxia-regulated genes, *EGLN3* (PHD3) and *GLUT1* with quantitative RT-PCR (Figure 1C, D). As expected, both genes showed transcriptional activation in response to low oxygen in all cell lines.

**Figure 1:**
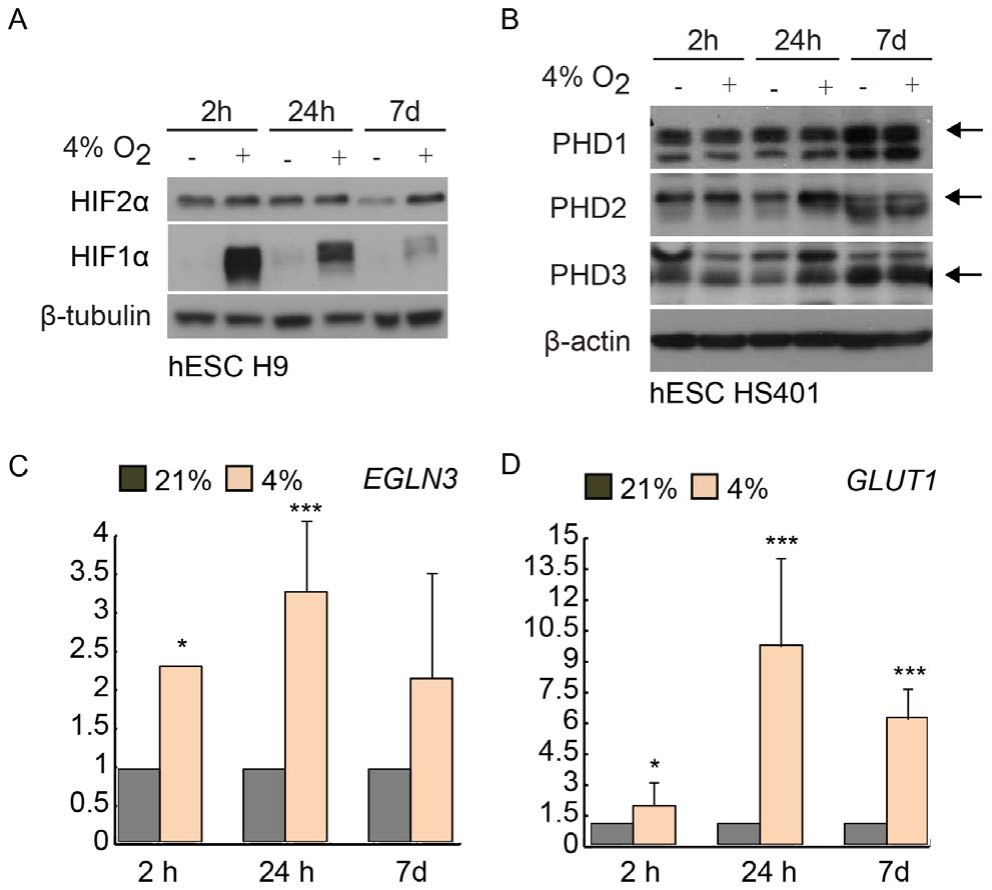
Hypoxia response in human embryonic stem cells. A) Western blot analysis of HIF1α and HIF2α. B) Western blot analysis of PHD1, PHD2 and PHD3. C) RT-PCR validation of *EGLN3* (PHD3). D) RT-PCR validation of *GLUT1*. * = p<0.05, *** = p<0.001. RT-PCR data from two replicate cultures of hESC line H9.

### Hypoxia Enriches SSEA-3 Positive Cells and Reduces Levels of TRA-2-54

To assess the effects of hypoxia on the phenotypic features of hESC lines, we recorded the morphological changes of colonies cultured 7 days in 4% or 21% oxygen. Typical for less differentiated state the edges of the cell colonies grown in hypoxia were well defined and sharper compared to normoxic cultures (Figure 2A). To further characterize the differentiation status, we analyzed the expression of cell surface markers with flow cytometry. The pluripotency markers SSEA-4, TRA-1-81, TRA-1-60 and especially SSEA-3 were all enriched in hypoxic cells whereas differentiation markers, A2B5 and SSEA-1 were decreased (Figure 2B–E). In contrast to other pluripotency markers, expression of TRA-2-54 (alkaline phosphatase) was clearly reduced in hypoxia. The histogram analysis revealed that hypoxia cultured cells were positive for TRA-2-54 (Figure 2F), but the proportion of highly positive cells for TRA-2-54 was significantly lower than in cells cultured in normoxia (Figure 2G).

**Figure 2:**
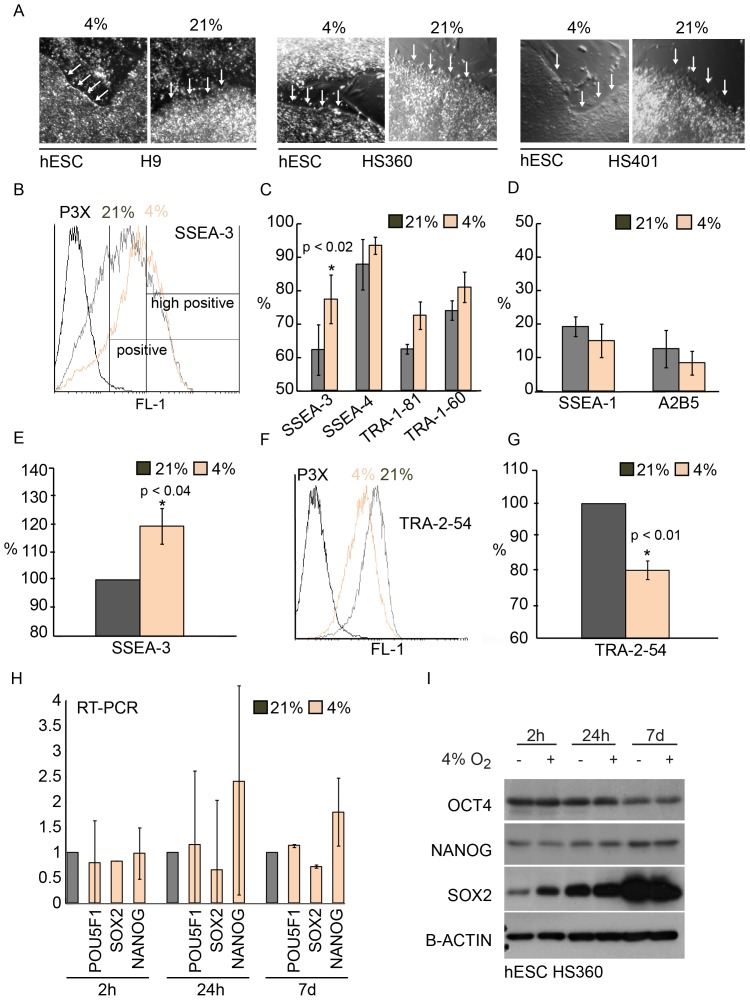
Morphology and expression of pluripotency markers. A) Morphology of hypoxia (4%) and normoxia (21%) cultured colonies after 7 days of culture for each hESC line (H9, HS360 and HS401) respectively. B–G) Flow cytometry analysis performed after 7 day culture. B) A histogram showing SSEA-3 positive cells in hypoxia and normoxia versus negative control P3X and gating example for positive and high positive populations. C) Proportion of positive cells expressing pluripotency surface antigens SSEA-3, SSEA-4, TRA-1-81, and TRA-1-60. D) Proportion of positive cells expressing differentiation surface antigens SSEA-1 and A2B5. E) Proportion of high positive cells expressing SSEA-3. F) Histogram of TRA-2-54 expressing cells. G) Proportion of high positive cells expressing TRA-2-54 (alkaline phosphatase). H) Real-time PCR analysis of *POU5F1* (*OCT4*), *SOX2* and *NANOG* in response to hypoxia (4%) over time (2 h, 24 h, and 7 d) compared to normoxia (21%). Data from two replicate cultures of hESC line H9. I) Western blot analysis of protein levels of OCT4, NANOG and SOX2 in hypoxia over time. B-ACTIN was used as a loading control.

### Stable Expression of Core Pluripotency Factors *OCT4*, *NANOG* and *SOX2*

*OCT4*, *NANOG* and *SOX2* are the core transcription factors regulating hESC pluripotency and differentiation [35], [36]. To study whether their expression is directly regulated by oxygen at transcriptional level we analyzed the mRNA levels with quantitative RT-PCR (2 h, 24 h and 7d) from normoxic and hypoxic cultures. Statistically significant differences were not detected, implying that these factors are not oxygen-regulated (Figure 2H). Interestingly, while Western blot analysis revealed stable expression of OCT4 and NANOG at protein level, SOX2 protein levels increased steadily along culturing and showed hypoxia responsiveness after immediate exposure to low oxygen (2h) (Figure 2I).

### Transcriptome of Hypoxia Cultured Cells

To identify the hypoxia-induced changes in the global gene expression profiles, transcriptomes of all three hESC lines cultured in ambient (21%) and low oxygen (4%) atmospheres for 2 hours, 24 hours and 7 days were analyzed with Affymetrix GeneChip Human Exon 1.0 ST Arrays. 

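RNA of the 3 hESC lines H9, HS360 and HS401 was measured on 18 exon arrays, which probe the exons of known genes. Each line gave 1 array in each of 6 groups, normoxia (21% oxygen) and hypoxia (4% oxygen) for 2 h, 24 h and 7 d. A group thus held 3 samples, which are 3 different lines, so the spread within a group includes the difference between lines. The authors pre-processed the arrays with RMA, re-annotated the probes with a custom CDF and summarized them at gene level on Entrez genes. The deposited table holds the RMA intensities of 23536 genes on the linear scale. Their log2 values, which fall on steps of 0.01, were analysed. Of these, 20727 were named from the platform table with updated symbols and 52 from Table S1, and 2757 carried no name and were tested without one.
The median intensity of an array ranged from 135 to 152 in normoxia and 135 to 151 in hypoxia at 2 h, from 132 to 154 and 135 to 161 at 24 h, and from 146 to 152 and 151 to 158 at 7 d. In 5 arrays (H9 hypoxia at 2 h and 24 h, HS401 normoxia at 2 h, HS401 normoxia and hypoxia at 24 h) the lower quartile of the log2 values was 5.64 to 5.70, against 5.89 to 6.17 in the other 13. These 5 arrays also had the lowest scores on the first principal component, which held 38.9% of the variance. All 18 arrays were fitted together with limma, with a mean for each group and the hESC line as a block, and hypoxia was compared with normoxia within each time point. The p-values, from two-sided tests, were adjusted over all genes by the Benjamini-Hochberg method. The study's thresholds, an unadjusted p under 0.01 and a fold change over 1.5, were applied to the same fit. The gene lists were set with the paper at hand, before the deposited values were examined. Some of them hold genes that the paper reports from these samples, such as DDIT4, BHLHE40 and INSIG2. The list tests are thus not fully independent of its results. The number of arrays limits the precision of every value.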

The data from all three cell lines was combined to avoid cell line-specific biases and to have as representative biological replicates as possible.

When only significant changes (p<0.01 and absolute fold change >1.5) were taken into account a list of 193 up regulated and 97 down regulated transcripts were detected in hypoxia (Figure 3A, Table 1, Table S1). Six of these genes were up regulated in all cell lines and at each time point studied. 

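At the study's thresholds 17 genes were higher and 3 lower at 2 h, 89 higher and 10 lower at 24 h, and 120 higher and 84 lower at 7 d. NRN1, a neuritin, had the value 2.09 on the log2 scale at 24 h (standard error 0.39), and DDIT4, an inhibitor of mTOR signalling, 1.79 at 2 h (standard error 0.29). At 24 h these were 75 named genes higher and 1 lower. Over the time points 193 genes were higher and 97 lower, 289 in all since 1 gene was higher at one time point and lower at another. Of the 193 genes, 27 were higher at 2 or more time points, 100 at 7 d only, 62 at 24 h only and 4 at 2 h only. No gene was lower at 2 or more time points. Of the 10 genes lower at 24 h, 9 were LOC loci, pseudogenes or olfactory receptors, and of the 120 higher at 7 d 28 were features other than named genes, which make up 21.9% of all features. LOC loci were 19 of these 120 (15.8%), against 0.616% of all features, and features without a symbol were 0, against 11.7%. Some features took their name only from Table S1, which lists the study's called genes, so these shares cannot be compared directly.
After adjustment over all genes, limma called no gene at 2 h, 1 at 24 h (IGFBP2, an IGF binding protein, log2 fold change 1.12, standard error 0.14, adjusted p = 0.0370) and 5 at 7 d. These were the surface protein FLRT3 (log2 fold change -1.82, adjusted p = 0.0339), MYC (1.10, adjusted p = 0.0339), IGFBP2 (1.02, adjusted p = 0.0351), the glucose transporter SLC2A1 (0.97, adjusted p = 0.0357) and the adenylate cyclase ADCY8 (1.16, adjusted p = 0.0495). The counts at an unadjusted p under 0.05 were 184, 635 and 1671 genes at 2 h, 24 h and 7 d, and 1177 would be expected by chance. With the lower quartile of the arrays as a covariate, a setting chosen after seeing the data, they were 829, 1589 and 2543. Counts below 1177 mean that the p-values lay higher than an even spread would give. They thus do not show that no gene responded at 2 h or 24 h. Over the mean of the 3 time points, which rests on 9 pairs of cultures, 26 genes were higher and none lower at an adjusted p under 0.05 from limma, with 1011 at an unadjusted p under 0.05. Without the line as a block these counts were 0, 0, 0 and 5 genes, and 103 genes were higher and 55 lower at the study's thresholds. The counts also moved with single lines: without HS360, 342 genes were higher and 257 lower at the study's thresholds and 3 were called at 2 h, without H9 139 and 65. Without any 1 of H9, HS360 and HS401 no gene was called at 24 h or 7 d, and without H9 or HS401 none over the mean of the time points. With the 9 pairs of line and time as a block 9 genes were called over that mean, and none at 24 h or 7 d.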

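The same 6 genes were found here at the study's thresholds at 2 h, 24 h and 7 d, and each was higher in hypoxia in all 3 lines at each time point. The values of the lines at 2 h follow; no gene passed a test of a difference between lines in the hypoxia effect (smallest adjusted p = 0.999), and of the pairs at 2 h those of H9 and HS401 each include 1 array of low lower quartile, while that of HS360 includes none. DDIT4 was higher by 2.63 on the log2 scale in H9, 2.09 in HS401 and 0.65 in HS360. INSIG2, a regulator of sterol synthesis, was higher by 1.93 in H9, 1.29 in HS401 and 0.10 in HS360, and PFKFB4, an enzyme of fructose bisphosphate metabolism, by 1.49, 1.01 and 0.01. At 7 d the values of HS360 were 1.35 for DDIT4, 1.32 for INSIG2 and 1.27 for PFKFB4. The count was 2 genes without H9, 10 without HS360 and 0 without HS401. Without the 5 arrays of low lower quartile, a setting chosen after seeing the data, HS360 gave the only hypoxia array at 24 h, so no count is given.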

Importantly, all of them were well characterized hypoxia-responsive genes; *HK2*, *PFKFB4* [37], *PDK1* [38], *DDIT4* (*REDD1*) [39], *BHLHE40* (*DEC1*) [40] and *INSIG2* [41]. 

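Hexokinase 2 (HK2), which starts glycolysis, had similar values throughout, a log2 fold change of 0.83 at 2 h, 0.80 at 24 h and 0.76 at 7 d (standard error 0.17 each). PDK1, a kinase that inhibits pyruvate dehydrogenase, had 0.94, 1.50 and 0.87 (standard error 0.26). The transcriptional repressor BHLHE40 had 1.13, 0.94 and 1.20 (standard error 0.23). All 6 genes were past an adjusted p under 0.05 from limma over the mean of the 3 time points, with DDIT4 at 1.53 (adjusted p = 0.00197), HK2 at 0.80 (adjusted p = 0.00476), BHLHE40 at 1.09 (adjusted p = 0.00476), PFKFB4 at 1.04 (adjusted p = 0.00700), PDK1 at 1.10 (adjusted p = 0.0103) and INSIG2 at 1.23 (adjusted p = 0.0120). With the 9 pairs of line and time as a block, HK2, PDK1 and DDIT4 kept this call and BHLHE40, PFKFB4 and INSIG2 did not, and without H9 or HS401 none of the 6 kept it. None of the 6 passed the adjustment over all genes at a single time point.

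**Figure D1:**
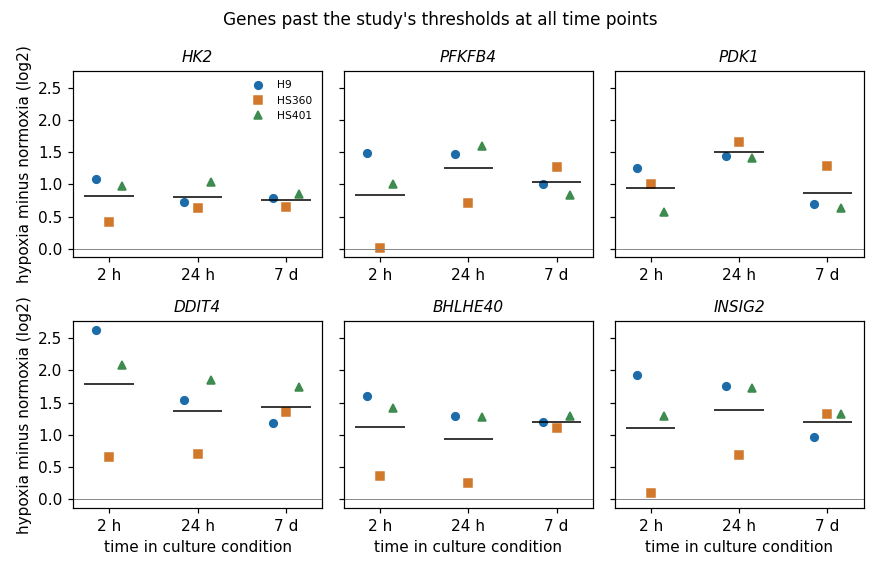
Difference between hypoxia and normoxia (log2 intensity, y axis) at 2 h, 24 h and 7 d (x axis) for 6 genes. Each point is 1 hESC line (H9, HS360 or HS401) and the black line is their mean; at 2 h HS360 lies at 0.01 for PFKFB4 and 0.10 for INSIG2, and no point lies below 0.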

To further study the hypoxic regulation in hESCs, we performed the Ingenuity Pathway analysis (http://www.ingenuity.com/) (Figure 3B). 

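Of 28 measured hypoxia-responsive genes outside glycolysis, 24 had a positive log2 fold change at 2 h and all 28 at 24 h, with medians of 0.31 and 0.69. At the study's thresholds 5 rose at 2 h and 12 at 24 h. None passed the adjustment over all genes, and 5 and 19 were higher when adjusted over the list alone. Of 22 genes of glucose uptake and glycolysis, the median was 0.15 at 2 h and 0.55 at 24 h, with 4 and 11 genes past the study's thresholds and 5 and 16 when adjusted over the list alone. Of 17 JmjC-domain histone demethylases, KDM3A (1.02 at 2 h and 1.31 at 24 h, standard error 0.25) and KDM7A (0.69 and 0.75, standard error 0.18) were past the study's thresholds at both times.
Limma's camera, with a preset correlation between genes, gave adjusted p = 1.15e-24 at 2 h and 1.93e-43 at 24 h for the hypoxia-responsive genes and 7.20e-18 and 2.12e-43 for glycolysis. Both lists hold genes that the paper reports from these samples, so these tests are not fully independent of its results. With an estimated correlation the 24 h calls held (adjusted p = 0.00561 for both lists and adjusted p = 0.0262 for the demethylases) and the 2 h calls did not (adjusted p = 0.0544, adjusted p = 0.0615 and adjusted p = 0.0544). Fry gave adjusted p = 0.243 at 2 h for both the hypoxia-responsive genes and glycolysis, and adjusted p = 0.0168 and 0.00512 at 24 h. In HS360 the median of the hypoxia-responsive genes was -0.03 at 2 h, against 0.705 in H9 and 0.52 in HS401. The genes drawn in Fig. 3B were chosen by the study on these samples and are not independent evidence of their direction; of these 14, 10 were higher at 2 h and 12 at 24 h at the study's thresholds, with 10 higher at 2 h, and 12 higher and 1 lower at 24 h, when adjusted over the list alone.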

An induction of HIF1α responsive genes was detected already after 2 hours, being most prominent at 24 hours. 

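At 7 d all 28 hypoxia-responsive genes had a positive log2 fold change, with a median of 0.56, and 7 rose at the study's thresholds. The median was 0.65 in H9, 0.50 in HS360 and 0.595 in HS401. For glycolysis 21 of 22 genes were positive, with a median of 0.34, and 5 rose at the study's thresholds. SLC2A1 was the only member of these 2 lists called after adjustment over all genes, and 14 hypoxia-responsive and 10 glycolytic genes were higher when adjusted over the list alone. With an estimated correlation the lists did not pass camera (adjusted p = 0.167 for each). Fry, which tests whether a list's genes move on balance one way, gave adjusted p = 0.0245 for each.
Of the 14 genes of Fig. 3B, 6 were higher at the study's thresholds at 7 d, and 9 when adjusted over the list alone. KDM3A was at 0.55 (standard error 0.25) and BNIP3, a mitophagy receptor, at 0.33 (standard error 0.39), against 1.48 at 24 h. The change from 24 h to 7 d was tested as an interaction. No gene passed (762 at an unadjusted p under 0.05 from limma), and the median difference was -0.08 for the hypoxia-responsive genes (camera adjusted p = 0.241) and -0.12 for glycolysis (camera adjusted p = 0.00372, and adjusted p = 0.528 with an estimated correlation).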

In correlation with declining HIF1α protein levels (Figure 1A), only few HIF-regulated transcripts were detected after prolonged hypoxic culture (7 days) (Figure 3B).

**Figure 3:**
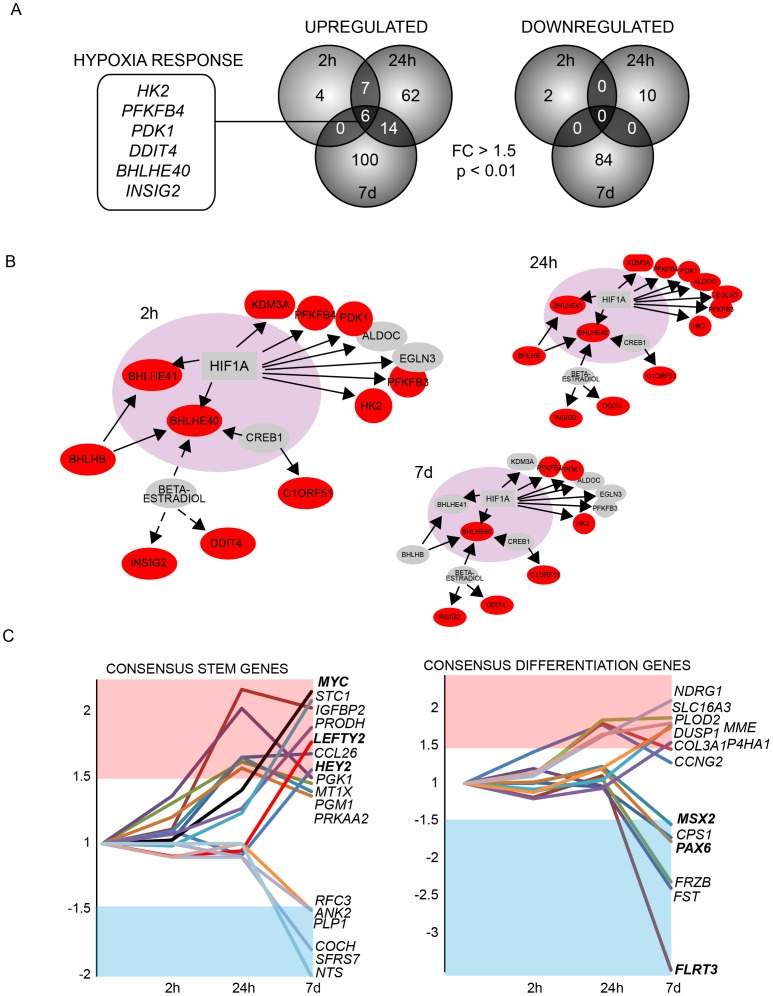
Hypoxia activated transcriptome. A) Number of statistically significantly (p<0.01, Fold change >1.5) upregulated and downregulated genes detected at various time points (2h, 24h, 7d) in response to hypoxia. Data from three hESC lines analysed with GeneChip Human Exon 1.0 ST Array (Affymetrix). Six hypoxia-responsive genes were upregulated in response to hypoxia in each cell line and at all time points analysed. B) Responsiveness of HIF1α activated genes at each timepoint in the GeneChip Human Exon 1.0 ST Array data. Upregulated targets are shown in red, line (direct targets), dashed line (indirect targets). Figure based on Ingenuity Pathway analysis (http://www.ingenuity.com/). C) Expression of a panel of genes differentially expressed between hypoxia and normoxia. The genes are classified to those characteristic for consensus hESC or differentiation stage signatures [42].

**Table 1:** Top ten transcripts differentially expressed in hypoxia compared to normoxia at different timepoints.

timepoint	upregulated	Fold Change	P value	downregulated	Fold Change	P value
*2h*	*DDIT4*	3.46	2.26E-05	*ANKRD1*	−2.23	0.006601
*2h*	*BHLHE40*	2.18	0.00025	*LOC100127909*	−1.828	0.006433
*2h*	*INSIG2*	2.15	0.002651	–	–	–
*2h*	*ARRDC3*	2.15	0.001489	–	–	–
*2h*	*PFKFB3*	2.10	0.0002	–	–	–
*2h*	*JMJD1A*	2.03	0.001043	–	–	–
*2h*	*PDK1*	1.92	0.00302	–	–	–
*2h*	*BHLHE41*	1.83	0.004617	–	–	–
*2h*	*PFKFB4*	1.79	0.003491	–	–	–
*2h*	*HK2*	1.77	0.000272	–	–	–
*24h*	*NRN1*	4.24	9.01E-05	*LOC100128170*	−2.35	0.006674
*24h*	*PDK1*	2.83	0.000054	*LOC100132938*	−2.00	0.009072
*24h*	*BNIP3*	2.78	0.002063	*LOC100129540*	−1.98	0.003155
*24h*	*INSIG2*	2.63	0.000416	*LOC401913*	−1.92	0.001397
*24h*	*DDIT4*	2.58	0.000319	*LOC100131505*	−1.91	0.007727
*24h*	*LOC729046*	2.51	0.000789	*LOC100133208*	−1.66	0.006312
*24h*	*JMJD1A*	2.48	0.000112	*FAM45A*	−1.64	0.000753
*24h*	*C4orf47*	2.47	0.000405	*RPL14P1*	−1.60	0.002758
*24h*	*RP13-36C9.6*	2.43	0.000368	*LOC100132310*	−1.54	0.007138
*24h*	*PFKFB4*	2.40	0.000113	*OR8I2*	−1.52	0.008112
*7d*	*LOC100132782*	2.93	0.0001473	*FLRT3*	−1.82	1.89E-06
*7d*	*DDIT4*	2.69	0.0002157	*LOC728715*	−1.49	0.000535
*7d*	*LOC100128019*	2.57	0.0047926	*FST*	−1.28	5.99E-05
*7d*	*RPS24P9*	2.35	0.0033802	*FRZB*	−1.22	0.004472
*7d*	*BHLHE40*	2.30	0.0001346	*IFRG15*	−1.22	0.001592
*7d*	*INSIG2*	2.30	0.00144	*SNORD116-28*	−1.12	0.001074
*7d*	*SNORD115-7*	2.29	0.0003424	*SOAT1*	−1.12	0.000156
*7d*	*IL8*	2.28	0.0001809	*KTELC1*	−1.09	0.001621
*7d*	*ADCY8*	2.23	1.051E-05	*MIRHG1*	−1.06	0.006898
*7d*	*LOC100129775*	2.23	0.0026457	*RSPO3*	−1.04	0.004747

Data from three hESC lines analysed with GeneChip Human Exon 1.0 ST Array (Affymetrix).

To clarify the mechanisms how hypoxic growth conditions contribute to pluripotency and differentiation of hESCs, we surveyed the transcriptome data for all transcripts associated with regulation of hESC physiology. Importantly, 12% of all oxygen-regulated transcripts detected were linked to mechanisms controlling pluripotency and differentiation [42] (Figure 3C). 

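All 31 genes printed in Fig. 3C were measured, and all 31 were past the study's thresholds at 1 or more time points here, which is 10.7% of the 289 genes past them. They form 17 genes of the hESC signature and 14 of the differentiation signature. Among hESC signature genes, the hormone STC1 had a log2 fold change of 1.06 at 7 d (standard error 0.22), and the splicing factor SRSF7 -0.98 (standard error 0.20). Among differentiation genes, NDRG1 had 1.08 and the WNT antagonist FRZB -1.22 (standard error 0.36) at 7 d. After adjustment over all genes limma called 3 of the 31 at 7 d, MYC, IGFBP2 and FLRT3, and IGFBP2 at 24 h. The study picked these genes on these samples, so their counts are not independent evidence. The share was 5.88% without H9, 4.24% without HS360 and 5.30% without HS401, and 17.1% among genes above the median level. Only the 31 printed genes were counted, which all passed in the full fit, so their number can only fall in other settings. These shares thus do not test the paper's share.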

The majority of transcriptional responses were detected in prolonged hypoxic culture. 

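None of the 31 genes of Fig. 3C was past the study's thresholds at 2 h. At 24 h 6 of the 17 hESC signature genes and 3 of the 14 differentiation genes were higher and none was lower. At 7 d 7 hESC signature genes were higher and 6 lower, and 6 differentiation genes were higher and 6 lower. The glycolytic enzymes PGK1 (1.02 at 24 h and 0.59 at 7 d) and PGM1 (0.73 and 0.48) passed at 24 h and not at 7 d. When adjusted over the list alone, 11 hESC signature genes were higher and 6 lower at 7 d, and 7 and 6 of the differentiation genes. No gene differed between 7 d and 2 h by limma's interaction test at an adjusted p under 0.05, and 728 did at an unadjusted p under 0.05. Among the lists set before the deposited values were examined, the metallothioneins, which bind metals, had a median of 0.69 at 7 d. Of these 9 of 9 were positive and 5 past the study's thresholds (8 when adjusted over the list alone). Their median was 0.83 in H9, 1.42 in HS360 and 0.09 in HS401. The splicing factor list had a median of -0.13, and 3 of its 15 genes fell at the study's thresholds. With an estimated correlation camera gave adjusted p = 0.167 for the former and adjusted p = 0.25 for the latter.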

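HEY2 was higher in hypoxia at 7 d by 0.64 on the log2 scale (standard error 0.15), by 0.85 in H9, 0.68 in HS360 and 0.39 in HS401. It was at 0.13 at 2 h and -0.12 at 24 h. LEFTY2 was at 0.82 at 7 d (standard error 0.24), with 1.23, 0.64 and 0.60 in the same order of lines, and at -0.07 at 24 h. Both passed the study's thresholds at 7 d and not the adjustment over all genes (adjusted p = 0.275 for HEY2 and adjusted p = 0.428 for LEFTY2, from limma). IGFBP2 was higher by 0.69 in HS360, 1.12 in H9 and 1.54 in HS401 at 24 h, and by 1.0 to 1.06 in the lines at 7 d. Of 16 NOTCH receptors, ligands and targets 13 were positive at 7 d, with a median of 0.18, and HEY2 was the only one past the study's thresholds or when adjusted over the list alone. Camera gave adjusted p = 0.00166 for the NOTCH list, and adjusted p = 0.318 with an estimated correlation. Of 21 genes of NODAL, activin and BMP signalling the median was -0.16, with LEFTY2 higher and FST, an activin antagonist, lower at the study's thresholds, and 1 higher and 2 lower when adjusted over the list alone. Camera gave adjusted p = 0.0425 for this list, and adjusted p = 0.318 with an estimated correlation.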

From these genes of particular interest are HEY2 with a role in notch signaling [43], LEFTY2 involved in TGFβ-signaling [44] and IGFBP2 which is overexpressed in the stem cell compartment of glioblastomas promoting proliferation and survival of brain tumors [45]. Moreover, the levels of MYC that contributes to induction and maintenance of pluripotency [21]–[24] were elevated.

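MYC was the only one of 27 measured pluripotency factors and hESC markers that passed the adjustment over all genes at 7 d, and also the only one when adjusted over the list alone. LEFTY2, an antagonist of NODAL, was past the study's thresholds, and 17 of the 27 were positive, with a median of 0.10.  At 24 h 7 of the 27 were positive and none passed. Camera gave adjusted p = 0.286 for the list at 7 d. NANOG had no named feature and was not analysed here.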

Hypoxic culture conditions also modified the expression of genes driving cell differentiation (Figure 2C), further supporting an idea that hypoxia directly influences the differentiation potential of cells. Among these genes were neuroectoderm marker PAX6 [46], trophoblast and placenta associated transcription factor MSX2 [47], and a primitive streak marker FLRT3 [48], which all showed less expression in response to prolonged hypoxic culturing compared to normoxic cultures.

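FLRT3 fell by 1.82 on the log2 scale at 7 d (standard error 0.24, adjusted p = 0.0339 from limma), with values of -1.74 in H9, -2.13 in HS360 and -1.59 in HS401. PAX6 was at -0.84 (standard error 0.24, adjusted p = 0.428) and MSX2 at -0.64 (standard error 0.19, adjusted p = 0.428), both past the study's thresholds and lower in all 3 lines. PAX6 ranged from -0.24 in HS360 to -1.57 in H9. Both were dim, at 6.57 ± 1.13 and 6.79 ± 0.56 (SD, n = 3 lines) in normoxia at 7 d, where the median gene lies at 7.21. In normoxia at 7 d against 2 h FLRT3 was at 1.33 (adjusted p = 0.0141), MSX2 at 0.88 (adjusted p = 0.0334) and PAX6 at 0.98 (adjusted p = 0.0700). The calls of FLRT3 and MSX2 were lost without the line as a block, without H9 and without HS401. They were also lost with the fibroblast marker mean as a covariate, a setting chosen after seeing the data. The fibroblast markers fell over the same contrast (median -1.505), so this covariate takes up part of it and the loss does not tie these genes to fibroblast RNA.
Of 20 markers of primitive streak, mesoderm and endoderm, FLRT3 and the activin antagonist FST (-1.28, standard error 0.23) fell at the study's thresholds and when adjusted over the list alone. Of 19 neuroectoderm markers PAX6 was the only one past the study's thresholds, and of 15 trophoblast markers MSX2, with no gene of either list when adjusted over the list alone. The medians of the 3 lists were 0.05, 0.07 and 0.05. Of 21 WNT ligands, antagonists and targets 4 fell at the study's thresholds and when adjusted over the list alone, the WNT antagonist FRZB, RSPO3, LGR5 and FZD4, with adjusted p = 0.211 from camera with an estimated correlation. The collagen COL3A1, a differentiation gene of Fig. 3C, was higher by 0.63 at 7 d (standard error 0.21), by 0.76 in H9, 0.17 in HS360 and 0.97 in HS401. It belongs to the fibroblast markers, 14 of 16 of which were positive at 7 d (median 0.365, camera adjusted p = 0.00166, and adjusted p = 0.442 with an estimated correlation). COL3A1 was at -1.64 at 7 d against 2 h in normoxia (adjusted p = 0.00495), a call that held without the line as a block and was lost without H9 and without HS401. From the changed expression of genes driving differentiation, the paper proposes that hypoxia acts directly on the differentiation potential of cells.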

### Hypoxic Culturing Enhances Expression of MYC

MYC regulates a wide range of cellular processes and aberrant expression of MYC leads to dramatic changes in cellular homeostasis. In addition to sustaining cellular growth and proliferation, MYC has direct effects on pluripotency and self-renewal [21]–[24]. 

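The level of MYC was 8.91 ± 0.12 (log2, SD, n = 3 lines) in normoxia and 8.96 ± 0.07 in hypoxia at 2 h. It was 8.74 ± 0.10 and 9.23 ± 0.21 at 24 h, and 8.35 ± 0.23 and 9.45 ± 0.24 at 7 d. The log2 fold change was 0.04 at 2 h, 0.49 at 24 h and 1.10 at 7 d (standard error 0.15 each), a fold change of 1.03, 1.40 and 2.15. At 24 h MYC was higher by 0.56 in H9, 0.24 in HS360 and 0.67 in HS401, with an unadjusted p of 0.00515 and adjusted p = 1 from limma. At 7 d it was higher by 1.45 in H9 and 0.93 in both HS360 and HS401. The 7 d effect was larger than the 24 h effect by 0.61, with an unadjusted p of 0.0110 and adjusted p = 0.9015 from limma's interaction test. In normoxia MYC was at -0.56 at 7 d against 2 h (adjusted p = 0.0902). The call at 7 d was lost without the line as a block (adjusted p = 0.0676) and with the 9 pairs of line and time as a block. It was also lost without H9 (0.93, adjusted p = 1), without HS360 (1.19, adjusted p = 0.106) and without HS401 (1.19, adjusted p = 0.390). MYC passed the study's thresholds at 7 d in each of these. Without HS360 it also passed them at 24 h (0.615).

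**Figure D2:**
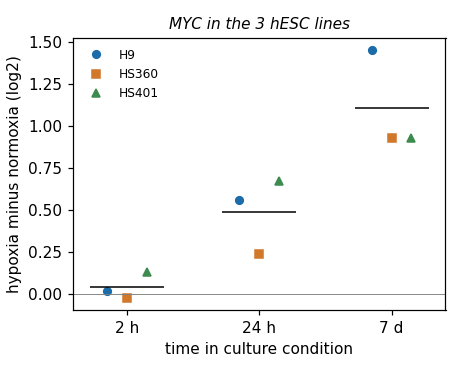
Difference of MYC between hypoxia and normoxia (log2 intensity, y axis) at 2 h, 24 h and 7 d (x axis). Each point is 1 hESC line (H9, HS360 or HS401) and the black line is their mean; the lines lie between -0.02 and 0.13 at 2 h and between 0.93 and 1.45 at 7 d.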

*MYC* mRNA was significantly elevated already after 24 hours and was further increased after 7 days in hypoxia (Figure 4A). Elevated expression of *MYC* was validated with quantitative RT-PCR (Figure 4B).

**Figure 4:**
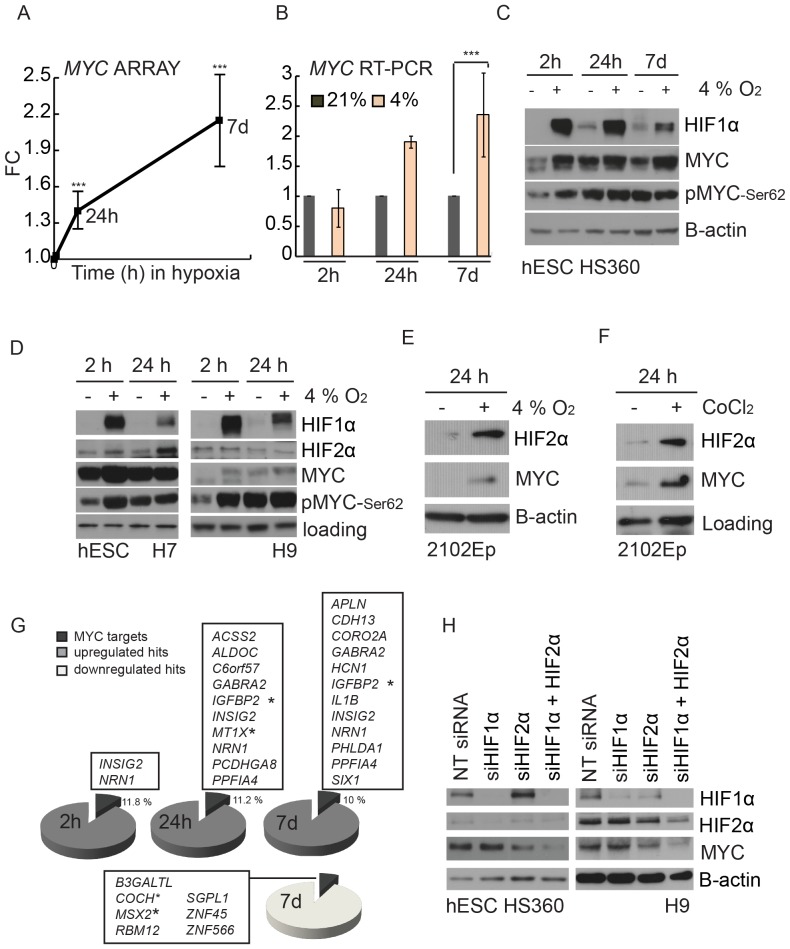
Induction of MYC in hypoxic culture. A) The expression of *MYC* in the exon-array data. Fold change (FC) compared to normoxic culture, *** = p<0.005. B) RT-PCR validation of the *MYC* expression in hESCs, *** = p<0.001. Data from two replicate cultures of hESC line H9. C) Western blot analysis of MYC, pMYC-Ser62 and HIF1α in hESC line HS360. D) Western blot analysis of HIF1α, HIF2α, MYC and pMYC-Ser62 in hESC lines H7 and H9 (individual experiments). E) Western blot analysis of HIF2α and MYC in hypoxia (4%) and F) in chemically induced (CoCl_2_) hypoxic conditions in embryocarcinoma cell line 2102Ep. G) Transcripts identified to change in response in to hypoxia in hESCs (exon array data) and reported to have MYC binding site in hESCs [23]. * = transcripts shared with the data presented on Figure 3C. H) Western blot analysis of HIF1α, HIF2α and MYC after small interfering (si) silencing (NT =  negative control siRNA). Cells treated 48 h with siRNA before exposure to hypoxia for 2 h.

Western Blot analysis detected induction of MYC protein after short (2h) hypoxic culture (Figure 4C). The increase in the total MYC protein expression correlated directly with the amount of phosphorylated MYC (MYC-Ser62) (Figure 4C,D), the modification known to protect MYC protein from proteosomal degradation [49]. At later time points (24 h and 48h) there was no detectable difference in the MYC-Ser62 levels between hypoxia and normoxia. However, the total MYC protein levels remained elevated in all hypoxic timepoints (Figure 4C) in accordance with the transcriptional induction of *MYC* gene (Figure 4A,B). This suggests that the immediate responses to decreased oxygen levels are mediated via protein stabilization and prolonged responses by the increase in gene transcription.

Since MYC is a well characterized oncogene, we wanted to investigate if hypoxia upregulates expression of MYC also in pluripotent cancer cells. For these studies we used embryonal carcinoma cells 2102Ep (ECs) that resemble hESCs. The hypoxia-induced stabilization of HIF1α and effect on pluripotency markers were comparable to those in hESCs (Figure S1A,B). As a result, expression of MYC protein was induced in 2102Ep EC cells in response to hypoxic culture as well as to chemical hypoxia mimetic CoCl_2_ (Figure 4E, F).

To assess the magnitude of direct effects of hypoxia-regulated MYC expression on the hypoxia-mediated alterations in global gene expression profiles, we overlaid our data with published MYC Chip-chip [23]. Our analysis revealed that over 10% of the hypoxia-induced genes in our data set have a MYC binding site in their regulatory regions (Figure 4G). This suggests that induction of MYC in hypoxia treated hESCs has influenced the expression of its specific target genes.

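All 24 genes printed in Fig. 4G were measured. At the study's thresholds 17 of them were higher in hypoxia at 1 or more time points and 7 were lower. The 17 make up 8.81% of the 193 higher genes. PPFIA4, a liprin, had a log2 fold change of 0.93 at 7 d (standard error 0.16) and PHLDA1 0.87 (standard error 0.16). Among the 7 lower genes, RBM12, an RNA-binding protein, was at -0.97 and the sphingosine-phosphate lyase SGPL1 at -0.65 at 7 d. At 2 h INSIG2 was the only one past the study's thresholds, at 24 h 10 were higher, and at 7 d 11 were higher and 7 lower. IGFBP2 was the only one past the adjustment over all genes, at 24 h and 7 d. When adjusted over the list alone 13 were higher and 7 lower at 7 d, which is not independent evidence since the study chose the list on these samples.
Of 29 nucleolar and ribosome biogenesis genes commonly listed as MYC targets, 12 were positive at 7 d and the median was -0.07, with none higher and 1 lower at the study's thresholds. Camera gave adjusted p = 0.0138 for a lower level of this list, and adjusted p = 0.356 with an estimated correlation. Of 12 genes of the MYC family and its partners, MYC was the only one past the study's thresholds at 7 d, with camera adjusted p = 0.0170, and adjusted p = 0.289 with an estimated correlation.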

To study if hypoxic MYC expression is dependent on HIF factors, we performed individual and simultaneous silencing of HIF1α and HIF2α. As a result, MYC expression was clearly affected upon HIF2α silencing whereas silencing of HIF1α had no effect on MYC levels (Figure 4H). Based on these results we conclude that high MYC expression in hypoxia is dependent on HIF2α expression.

## Discussion

Low oxygen conditions contribute to maintenance of the pluripotent state of hESCs as well as cellular differentiation. To investigate the potential mechanisms and regulatory networks underlying these processes we carried out carefully controlled experiments with three different hESC lines and one embryonal carcinoma cell line. Crucial for our experimental approach was to have a complete control over the atmospheric conditions in which the cells were cultured. Special care was taken to make sure that the hypoxia treated cells were not exposed to ambient oxygen at any stage of our experimentation. Furthermore, in our analysis we merged data from three distinct hESC lines. This approach enabled us to filter out all cell line-specific effects and extract the core hESC response to hypoxia.

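A difference between lines in the hypoxia effect was tested with an F test of line by oxygen in limma, with the 3 time points as the samples of a line. No gene passed an adjusted p under 0.05, the smallest adjusted p was 0.999, and 374 genes had an unadjusted p under 0.05, where 1177 would be expected by chance. With 3 pairs of cultures per line this does not show that the lines responded alike. At 2 h 12 of 28 hypoxia-responsive genes were higher in HS360, 24 in H9 and 20 in HS401. SLC2A1 was higher by 0.05 in HS360, 0.81 in H9 and 0.56 in HS401. At 24 h the list's medians were 0.215 in HS360, 0.91 in H9 and 0.845 in HS401. The arrays of low lower quartile lie in these pairs of H9 and HS401, and none lies in HS360. At 2 h they were the hypoxia array in H9 and the normoxia array in HS401. The olfactory receptors went opposite ways in these pairs (medians -0.35 and 0.33). The hypoxia-responsive genes rose in both (0.705 and 0.52), which argues against a low array as the only source of the rise in both lines. At 24 h the hypoxia array of H9 and both arrays of HS401 were low. A part in the size of the values is not excluded, and each value of a line rests on 1 pair.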

Expression of SSEA-3 was increased when hESCs were cultured in continuous hypoxia (Figure 2C, p<0.02). SSEA-3 is a surface marker which decreases rapidly in response to differentiation [50]. Importantly, the difference detected was nearly 20% between hypoxic and normoxic cultures, which is unexpectedly high, considering that silencing of key pluripotency transcription factors OCT4, SOX2 and NANOG that leads to rapid loss of pluripotency and differentiation have shown to induce comparable decrease in the expression of SSEA-3 [51], [52]. Although recent papers have shown that hESCs morphologically resemble less differentiated cell stage in hypoxia, no differences have been reported in the expression of SSEA-4, SSEA-1, TRA-1-60 and TRA-1-81 [4], [6], [53]. Similarly, we were not able to observe any statistical difference in the expression of SSEA-4, TRA-1-81 or TRA-1-60, although there was a consistent trend for increased levels of these indicators of undifferentiated cell stage. Consistently, expression of differentiation markers A2B5 and SSEA-1 was decreased. On the contrary to other surface markers, the expression of TRA-2-54, a marker for alkaline phosphatase, was decreased in hypoxia [54]. Similarly, Chen et al. detected decreased alkaline phosphatase staining in hESCs cultured in low oxygen conditions [53]. Actually, hypoxia has been reported to inhibit alkaline phosphatase activity in rat calvarial osteoblast [55]. Therefore, the diminished expression of alkaline phosphatase could be a direct consequence of hypoxia response rather than an implication of a decreased pluripotent state.

To our knowledge this is the first report to show the regulation of Hif prolyl hydroxylases (PHD1–3) in hESCs. In various cell models tested both PHD2 and PHD3 have been shown to be strictly oxygen regulated being induced in response to hypoxia whereas PHD1 has more stable expression despite variations in oxygen conditions. Interestingly, our transcriptomics as well as Western blot data from three hESC lines showed that hESCs express all PHD isoforms already in ambient oxygen conditions. 

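All 3 genes of the PHD isoforms had a signal above the median gene (7.21 on the log2 scale) in normoxia. At 2 h EGLN1 (PHD2) was at 8.05 ± 0.19 (SD, n = 3 lines), EGLN2 (PHD1) at 8.30 ± 0.07 and EGLN3 (PHD3) at 8.03 ± 0.17. At 7 d in normoxia they were at 8.18 ± 0.19, 8.26 ± 0.07 and 8.37 ± 0.05. These are intensities of different probes, so the genes cannot be ranked by them.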

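The transcript of EGLN3 (PHD3) was higher in hypoxia by 0.66 on the log2 scale at 24 h (standard error 0.18), by 0.95 in H9, 0.36 in HS360 and 0.67 in HS401, past the study's thresholds but not the adjustment over all genes (adjusted p = 0.889 from limma). It was at 0.40 at 2 h and 0.26 at 7 d. EGLN1 (PHD2) was at 0.39, 0.28 and 0.41 at 2 h, 24 h and 7 d (standard error 0.17 each) and passed neither threshold. EGLN2 (PHD1) was at -0.09, -0.04 and -0.19 (standard error 0.11). Of 11 genes of oxygen sensing EGLN3 was the only one past the study's thresholds at 24 h, and HIF1A was at -0.39 (standard error 0.15) and EPAS1, which encodes HIF2α, at -0.30 (standard error 0.17).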

The expression of PHD2 and PHD3 was further increased in hypoxia. This may partially explain the transition from HIF1α to HIF2α in hESCs after prolonged hypoxia, since prolyl hydroxylases have different activity towards HIFα subunits. PHD2 has more effect on HIF1α than HIF2α, whereas PHD3 is clearly more efficient regulator of HIF-2α [56]. Particularly PHD3 controls the HIF-activity also in hypoxia and fine-tune the HIF activity to maintain gene activation in appropriate levels [57]. Recently it has become evident that PHDs directly control cell differentiation. PHD1 and PHD3 are required for functional erythropoiesis in adult mice [58], PHD3 also regulates differentiation of skeletal muscle cells through controlling the activity of NF-KappaB dependent signalling [59], [60]. It remains to be investigated what are the targets and molecular mechanisms that take place in addition to HIF regulation to control the differentiation of hESCs. It is likely that besides HIFs additional hydroxylation and interaction partners participate in this regulation. Interestingly, PHD3 was recently shown to enhance G_1_ to S transition and hence survival of carcinoma cells in hypoxia [61]. As hESCs are characterized by short G_1_-phase [62]–[64], PHD3 may support G_1_ to S transition and survival of hESCs in hypoxic conditions.

Recent studies have clearly established the differential regulation and physiological roles for HIF1α and HIF2α [65]. It has been shown that HIF1α is degraded and HIF2α stabilized after long-term hypoxic culture of hESCs [6], [66]. Similarly, we detected HIF1α-mediated hypoxia response in the early time points, which was effectively quieted in long-term hypoxia. These results showing temporary exclusive expression patterns for HIF1α and HIF2α suggest different regulatory mechanisms and roles for HIF1α and HIF2α in hESCs. The stabilization of HIF2α was not consistent between cell lines at early timepoints studied (Figure 1A, 4D). Interestingly, Forristal et al. have shown that in hESCs HIF2α is mainly cytoplasmic after 48h of exposure and nuclear only after a long-term exposure to 5% oxygen [6]. Therefore, analysis of the total HIF2α levels can fail to detect the nuclear induction of HIF2α which may explain the inconsistence seen between the cell lines. Interestingly, hypoxia induced HIF1α has been shown to inhibit MYC activity on its target genes whereas HIF2α can stimulate MYC activity in certain cell types [67], [68]. In addition, overexpression of HIF2α in endothelial cells results in increased MYC protein expression [69] and HIF2α has been shown to enhance expression of MYC and promote tumor growth in renal clear cell carcinoma lines [67]. Our results support these findings as HIF2α expression and loss of HIF1α correlates with elevated transcription of *MYC*. Further, we have shown here that MYC expression in hypoxia is dependent on HIF2α, but not HIF1α.

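POU5F1, which encodes OCT4, had a log2 fold change of -0.23 at 2 h, -0.23 at 24 h and 0.29 at 7 d, with a standard error of 0.35 each (adjusted p = 1, 1 and 0.882 from limma). The lines differed in sign at 2 h, with 0.3 in H9, 0.21 in HS360 and -1.2 in HS401. SOX2 was at -0.08, 0.19 and -0.10 (standard error 0.17, adjusted p = 1, 1 and 0.896). The standard errors leave smaller changes of POU5F1 undetectable with these arrays. NANOG had no named feature and was not analysed here.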

Consistent with the earlier reports [4], [53], [66], [70], we were not able to detect any significant changes in expression of *OCT4*, *SOX2* or *NANOG*. This implies that hypoxia influences the physiology of hESCs through other parallel signaling cascades. Here we report that hypoxia cultured hESCs express elevated levels of MYC. This may explain, at least partly, the mechanism behind the observed changes in hypoxic cultured hESCs. Recently it was shown that MYC protein levels decrease during the differentiation and that MYC inhibitor 10058-F4, by disturbing the formation of functional MYC/MAX heterodimer, leads to differentiation and induction of germ layer markers in hESCs [22]. In support, MYC knockdown by lentiviral sh-RNAs leads to growth arrest and up-regulation of differentiation-associated transcripts in hESCs [23]. These studies have clearly established the vital role for MYC in maintaining the pluripotency and growth. We did not detect difference in the cell numbers or RNA amounts measured after prolonged hypoxia and normoxia samples (Figure S1C,D), implying that elevated MYC levels mainly affect the differentiation status of hESCs rather than growth.

Unpredictably, overexpression of chimeric c-MycER protein in hESCs leads to apoptosis, decrease in *OCT4* and *NANOG* expression and induction of endodermal (*GATA4* and *GATA6*) and trophectodermal (*CDX2* and *CGA*) genes [71]. 

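At 7 d the endodermal genes GATA4 and GATA6 had log2 fold changes of 0.02 and -0.03 (standard error 0.22 each, adjusted p = 0.983 and 0.971 from limma). The trophectodermal genes CDX2 and CGA had 0.08 (standard error 0.22) and 0.39 (standard error 0.21), with adjusted p = 0.929 and 0.758. CGA was higher in all 3 lines, by 0.67 in H9, 0.27 in HS360 and 0.24 in HS401. At 24 h the 4 genes lay between -0.19 and -0.09, and none passed either threshold at 2 h, 24 h or 7 d.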

On the contrary, we report that hypoxia induced endogenous overexpression of MYC does not affect expression of core pluripotency factors or increase *GATA4, GATA6, CDX2* or *CGA* expression. Based on our results, endogenous induction of MYC increases the portion of SSEA-3 expressing cells and subsequently decreases the expression of a set of genes tightly linked to differentiation such as *PAX6*, *FLRT3* and *MSX2*. This supports the hypothesis of MYC having an important role in the regulation of hESC pluripotency.

Interestingly, hESC lines derived in hypoxia maintain two active X chromosomes, which is considered as a ground state of pluripotency [7]. The gene expression profiles of these cell lines revealed that expression of *MYC* decreased when cells were exposed to normoxia. Combining this and the data we present here, it seems that hESCs which have been cultured under physiological levels of oxygen have increased levels of *MYC* which is likely to have an important role in regulating ground state of cellular pluripotency.

What are the mechanisms leading to stabilization of MYC in hypoxia-treated hESCs? Phosphorylation on Ser62 by extracellular-regulated kinase 1,2 (ERK) stabilizes MYC through preventing its proteosomal degradation [49]. High ERK activity has been reported to promote self-renewal of hESCs [72]. Interestingly, MYC-Ser62 phosphorylation is reversed by protein phosphatase 2A (PP2A), which is critical for maintaining the self-renewal of hESCs [22]. ERK mediated MYC phosphorylation is also activated by oxidative stress in tumor cells [73]. Thereby, the immediate MYC stabilization at protein level after exposure to hypoxia reported in this study is likely to be regulated by activation of ERK signaling.

Taken together, we report here an increase in MYC expression in hESCs cultured in hypoxia which is dependent on HIF2α. In agreement with this, HIF2α is stabilized after the cells have been cultured in hypoxia for a longer period (7d) which may in turn promote MYC function. Moreover, the observed endogenous induction of MYC in hypoxia may explain why reprogramming is enhanced in hypoxic culture conditions, since MYC overexpression is known to increase reprogramming efficiency. Hypoxic induction of HIF2α, PHD3 and MYC, together with stable expression of OCT4, NANOG and SOX2 and increased expression of SSEA-3 suggests that induction of MYC in hypoxia supports the maintenance and pluripotency of hESCs.

## Supporting Information

Figure S1 A) Western blot analysis of HIF1α, PHD1, PHD2, and PHD3 in 2102Ep cell line. B) Western blot analysis of OCT4, NANOG, and SOX2 in 2102Ep cell line. C) Number of cells and D) Total RNA extracted after 7 day cultures in normoxia and hypoxia (data from six replicate cultures of hESCs).
(TIF)

Table S1 **Significant gene expression changes of hESC lines cultured in (21%) or (4%) oxygen for 2 h, 24 h or 7 days.** Affymetrix GeneChip Human Exon 1.0 ST Arrays.
(XLSX)

File S1 **List of primers, antibodies and siRNAs used in the study.**
(DOCX)

# Supplementary material for: Continuous Hypoxic Culturing of Human Embryonic Stem Cells Enhances SSEA-3 and MYC Levels
**Source:** PLoS One. 2013 Nov 13;8(11):e78847. doi: 10.1371/journal.pone.0078847
**Supplement:** File S1 — List of primers, antibodies and siRNAs used in the study.

File S1: (Närvä & Pursiheimo)

| **Target** | **Primer forward 5’-3’** | **Primer reverse 5’-3’** | **Probe** |
| --- | --- | --- | --- |
| *MYC* | CACCAGCAGCGACTCTGA | GATCCAGACTCTGACCTTTTGC | 34 (Roche) |
| *EGLN3* | CGAAGTGCAGCCCTCTTACG | TTTTGGCTTCTGCCCTTTCTT | 61 (Roche) |
| *OCT4* | AGCAAAACCCGGAGGAGT | CCACATCGGCCTGTGTATATC | 35 (Roche) |
| *NANOG* | CCTGAACCTCAGCTACAAACAG | GCTATTCTTCGGCCAGTTGT | 87 (Roche) |
| *SOX2* | ATGGGTTCGGTGGTCAAGT | GGAGGAAGAGGTAACCACAGG | 19 (Roche) |

| **Target protein** | **Antibody** | **Company** | **Dilution** |
| --- | --- | --- | --- |
| HIF1α | 610959 | BD Transduction Laboratories | 1:3000 |
| β-actin | A5441 | Sigma-Aldrich | 1:10 000 |
| PHD1 | NB 100-310 | Novus Biologicals | 1:1000 |
| PHD2 | NB 100-137 | Novus Biologicals | 1:3000 |
| PHD3 | NB 100-139 | Novus Biologicals | 1:2000 |
| HIF2α | NB-100-122 | Novus Biologicals | 1:200 |
| MYC | NB600-302 (9E10) | Novus Biologicals | 1:200 |
| pMYC-Ser62 | 71-161 | Bio Academia | 1:1000 |
| OCT4 | sc-9081 | Santa-Cruz Biotechnology | 1:500 |
| NANOG | sc-33759 | Santa-Cruz Biotechnology | 1:500 |
| NANOG | AF1997 | R&D Systems | 1:1000 |
| SOX2 | MAB2018 | R&D Systems | 1:1000 |
| GAPDH | 5G4 | HyTest Ltd | 1:20 000 |
| Anti-rabbit-HRP | 554021 | BD Pharminged | 1:10 000 |
| Anti-mouse-HRP | sc-2005 | Santa-Cruz Biotechnology | 1:10 000 |

| **Target** | **Antibody** | **Company** | **Dilution** |
| --- | --- | --- | --- |
| P3X | Sheffield | Gift from P.W.A | 1:50 |
| SSEA-3 | Sheffield | Gift from P.W.A | 1:50 |
| SSEA-4 | Sheffield | Gift from P.W.A | 1:50 |
| TRA-1-81 | Sheffield | Gift from P.W.A | 1:50 |
| TRA-1-60 | MAB4360 | Millipore | 1:100 |
| SSEA-1 | Sheffield | Gift from P.W.A | 1:50 |
| A2B5 | Sheffield | Gift from P.W.A | 1:50 |
| TRA-2-54 | Sheffield | Gift from P.W.A | 1:50 |
| Alexa-488 IgG | A11001 | Invitrogen | 1:200 |
| FITC anti-mouse IgG + IgM | M30801 | Caltag Laboratories | 1:150 |

| **siRNA target** | **sequence** | **Reference** |
| --- | --- | --- |
| non-target control | 5’-CCUACAUCCCGAUCGAUGAUG-3’ | Berra et al. 2003 |
| HIF1α | 5’-AACUAACUGGACACAGUGUGU(dTdT)-3’ | Marxsen et al. 2004 |
| HIF2α | 5’-GCGACAGCUGGAGUAUGAAUU(dTdT)-3’ | Warnecke et al. 2004, Larsen et al. 2012 |

**References:**

Berra E, Benizri E, Ginouves A et al. HIF prolyl-hydroxylase 2 is the key oxygen sensor setting low steadystate levels of HIF-1alpha in normoxia. EMBO J 2003;22:4082-4090.

Marxsen JH, Stengel P, Doege K, Heikkinen P, Jokilehto T, Wagner T, Jelkmann W, Jaakkola P, Metzen E. [*Hypoxia-inducible factor-1 (HIF-1) promotes its degradation by induction of HIF-alpha-prolyl-4-hydroxylases.*](http://www.ncbi.nlm.nih.gov/pubmed/15104534) Biochem J. 2004 Aug 1;381(Pt 3):761-7.

[Warnecke C](http://www.ncbi.nlm.nih.gov/pubmed?term=Warnecke%20C%5BAuthor%5D&cauthor=true&cauthor_uid=15240563), [Zaborowska Z](http://www.ncbi.nlm.nih.gov/pubmed?term=Zaborowska%20Z%5BAuthor%5D&cauthor=true&cauthor_uid=15240563), [Kurreck J](http://www.ncbi.nlm.nih.gov/pubmed?term=Kurreck%20J%5BAuthor%5D&cauthor=true&cauthor_uid=15240563), [Erdmann VA](http://www.ncbi.nlm.nih.gov/pubmed?term=Erdmann%20VA%5BAuthor%5D&cauthor=true&cauthor_uid=15240563), [Frei U](http://www.ncbi.nlm.nih.gov/pubmed?term=Frei%20U%5BAuthor%5D&cauthor=true&cauthor_uid=15240563), [Wiesener M](http://www.ncbi.nlm.nih.gov/pubmed?term=Wiesener%20M%5BAuthor%5D&cauthor=true&cauthor_uid=15240563), [Eckardt KU](http://www.ncbi.nlm.nih.gov/pubmed?term=Eckardt%20KU%5BAuthor%5D&cauthor=true&cauthor_uid=15240563). *Differentiating the functional role of hypoxia-inducible factor (HIF)-1alpha and HIF-2alpha (EPAS-1) by the use of RNA interference: erythropoietin is a HIF-2alpha target gene in Hep3B and Kelly cells.* [FASEB J.](http://www.ncbi.nlm.nih.gov/pubmed/15240563) 2004 Sep;18(12):1462-4. Epub 2004 Jul 1.

Larsen H, Muz B, Khong T L, Feldmann M & Paleolog E M. *Differential effects of Th1 versus Th2 cytokines in combination with hypoxia on HIFs and angiogenesis in RA.* Arthritis Research & Therapy 2012, 14:R180

How the deposited data were processed for this re-analysis (not part of the article)

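RNA of the hESC lines H9, HS360 and HS401, cultured in normoxia (21% oxygen) or hypoxia (4% oxygen) for 2 h, 24 h or 7 d, was measured on 18 Human Exon arrays, with 1 array per line, oxygen level and time point. The intensity values were made by the authors, per their methods, with RMA in Chipster (background correction, quantile normalization and summarization over probes), after re-annotation of the probes with a custom CDF to Entrez genes. The paper's text names no version of these tools. The deposited intensities are on the linear scale, and their log2 values fall on steps of 0.01, so they were taken as log2 values rounded before deposit. All analyses used the log2 values of all 23536 features. Of these, 20727 were named from the platform table with updated symbols, 52 from Table S1, and 2757 had no name. NANOG was among the genes without a named feature and was not analysed here. The median intensity per array lay between 131.6 and 160.9. For arrays, their number limits the precision.

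The fit used limma 3.58.1 in R 4.3.3, with a mean for each of the 6 groups and the hESC line as a fixed block, over all 18 arrays (10 residual degrees of freedom and 4.24 prior degrees of freedom). The paper's text names limma and does not name a block. The line was used because the same 3 lines stand in every group and because P values in Table S1 are smaller than its group SDs allow without one. Values of 1 line in the paired cultures were correlated across genes above 0.1, after removal of the group means, in 8 of 9 pairs (-0.00534 to 0.776). Contrasts compared hypoxia with normoxia at each time point and over the mean of the 3 time points, these effects between time points (interactions), and normoxia at 7 d with normoxia at 2 h. The line by oxygen interaction was tested with limma's F test. P-values were adjusted over all genes by the Benjamini-Hochberg method with a threshold of 0.05, and the study's thresholds (unadjusted p under 0.01 and fold change over 1.5) were applied beside it.

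In simulated data of the same size 100 genes were changed by 1 and 100 by 2 on the log2 scale. A change of 1 was recovered at an adjusted p under 0.05 in 75, 74 and 76 genes at 2 h, 24 h and 7 d, and a change of 2 in 99, 100 and 100. In the same data 11, 10 and 11 unchanged genes were called, and 116, 115 and 108 at the study's thresholds. The errors were drawn independently for each gene and array, whereas the first principal component held 38.9% of the variance of the real arrays. At 2 h the real data gave 184 genes at an unadjusted p under 0.05 from limma, where 1177 would be expected by chance. The simulated rates thus need not hold for the real data.

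In all, 28 gene lists were tested. They cover glycolysis, hypoxia-responsive genes, oxygen sensing, histone demethylases, pluripotency, neuroectoderm, mesendoderm, trophoblast, fibroblast markers, NODAL and TGFβ signalling, WNT, NOTCH, the MYC network, ribosome biogenesis genes listed as MYC targets, immediate early genes, metallothioneins, the unfolded protein response, heat shock, cholesterol synthesis, splicing factors, cell cycle, surface antigen synthesis, collagen modification, oxidative phosphorylation, ribosomal proteins, snoRNAs, histones and olfactory receptors. Lists were tested with limma's camera with a preset correlation of 0.01 and with an estimated correlation, and with fry, and adjusted over the lists of a contrast. For the fibroblast markers and immediate early genes the mean of the list on each array was also fitted with the same terms, with a 95% interval from the spread of the arrays; this test was chosen after the data were seen. Members were counted at an adjusted p over all genes, at the study's thresholds and adjusted over the list alone. The genes printed in Figs. 3B, 3C and 4G were read from the figures.

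The genes named in the text are those the paper names or prints in Table 1 and Figs. 3B, 3C and 4G, whose values in the paper's tables had been seen. To these were added up to 10 genes in each direction past the adjusted p at each time point that changed the same way in all 3 lines, leaving out LOC loci, features without a symbol, pseudogenes, snoRNAs and olfactory receptors. From each list of named genes came up to 4 members with the largest change among those past a threshold, or otherwise 2.

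The alternatives were no replicate block, the line as a random block, the 9 pairs of line and time as a block, only the samples of the time point, a second quantile normalization, centring each array on its median, only genes above the median level, only named genes, eBayes with trend and robust, each line left out in turn, linear values for the correlations, camera with an estimated correlation, and fry. After the arrays had been seen, 3 more were added: the array's lower quartile as a covariate, the fit without the 5 arrays of low lower quartile, and the mean of the fibroblast markers as a covariate. The counts were also compared with other splits of the samples. RT-PCR, Western blot and flow cytometry data were not used here.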

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

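The tests in this part on the first principal component, the fibroblast markers and the immediate early genes, and the 3 settings named in them, were chosen only after the results were seen.

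The first principal component, with 38.9% of the variance, set 5 arrays apart, and these were the 5 with a lower quartile of 5.64 to 5.70 on the log2 scale (H9 hypoxia at 2 h and 24 h, HS401 normoxia at 2 h, HS401 normoxia and hypoxia at 24 h). A difference in signal range between the arrays may underlie it: the correlation across genes between a gene's loading and its mean level was 0.412, between the bounds set for and against it. Group and line held 50.9% of its variance, against a median of 40.1% over 10000 shuffles of the sample labels (permutation p = 0.277), so oxygen, time point and line were neither excluded nor shown as its source. The explanations cannot be told apart, since the signal range and the expression levels come from the same values and no batch is given for the arrays.

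The fibroblast markers had a median of 0.365 at 7 d in hypoxia against normoxia, and COL1A1 stood at 11.13 in normoxia and 11.75 in hypoxia at 7 d, against 12.50 in normoxia at 2 h. A signal range that differs between arrays stays open: the effect on the mean of the list was 0.336 (95% interval over the arrays -0.244 to 0.915) and with the lower quartile as a covariate 0.297 (-0.329 to 0.923), so the spread of the arrays includes 0 in both. By the bound used before, a spread over genes, it had been argued against. RNA of fibroblasts left from the stock cultures, which were grown on fibroblasts (the methods name no sort of the cells for the arrays), may contribute: the rank correlation across the 16 markers between the rise in a line and the fall over time in the other lines was -0.309 on average (H9 -0.656, HS360 0.0735, HS401 -0.344), which leaves it open. An effect of 7 d of hypoxia common to the lines also stays open, as the lowest line's median was -0.06 (HS360, against 0.55 in H9 and 0.645 in HS401). COL1A1, COL1A2, COL3A1 and COL5A1 also belong to the collagen list, COL3A1 was picked by the study in Fig. 3C, and how many of the markers hESCs express themselves was not tested.

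The immediate early genes had a median of 0.57 at 7 d, with EGR1 at 1.08 (standard error 0.19) and CXCL8 at 1.19 (standard error 0.24). The median was -0.13 at 2 h (2 of 23 positive) and -0.06 at 24 h (5 of 23), against 22 of 23 positive at 7 d, where it was 0.80 in H9, 0.20 in HS360 and 0.66 in HS401. Handling at harvest that differed alike at each time point is argued against, since the effect on the mean of the list at 7 d exceeded the mean of those at 2 h and 24 h by 0.642 (95% interval over the arrays 0.261 to 1.02, not adjusted over the lists). The list was picked for its effect at 7 d, so this contrast in part restates it. By the tests adjusted over the lists the difference did not pass, against 24 h with an estimated correlation (adjusted p = 0.528) and by fry (adjusted p = 0.514), nor against 2 h (adjusted p = 0.239 and 0.231). For RNA of fibroblasts, the effect at 7 d was 0.523 (0.212 to 0.834) and with the fibroblast marker mean as a covariate 0.370 (0.181 to 0.558). The marker mean may measure fibroblast RNA with error. An effect above 0 could then remain even if that RNA were the whole cause, so this cannot decide. The same limit holds for a signal range that differs between arrays, with 0.464 (0.178 to 0.749) with the lower quartile as a covariate. Neither fibroblast RNA nor signal range is excluded, in whole or in part. The verdict on the handling rests on the interval over the arrays, and by the bound used before it, a set test, the handling had stayed open. The rule set for the intervals, wholly above 0, had counted the other 2 explanations as argued against. By the bound used before it, a spread over genes, these 2 had stayed open. Handling that differed at 7 d only was not tested and stays open, as does an effect of prolonged hypoxia.

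For 6 lists the hypoxia effect differed between 24 h and 2 h by camera with a preset correlation. The median difference was 0.28 for glycolysis, 0.32 for the hypoxia-responsive genes, 0.07 for the immediate early genes, 0.27 for cholesterol synthesis, 0.18 for collagen modification and 0.11 for the snoRNAs. With an estimated correlation none of the 28 lists passed (lowest adjusted p = 0.304), nor by fry (lowest adjusted p = 0.971).

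Between 7 d and 24 h 13 lists differed by the same test. The median difference was -0.12 for glycolysis, -0.13 for the histone demethylases, 0.41 for the fibroblast markers, 0.23 for NOTCH, 0.61 for the immediate early genes, 0.44 for the metallothioneins, -0.15 for heat shock, -0.16 for cholesterol synthesis, -0.13 for the splicing factors, -0.10 for the cell cycle, -0.087 for oxidative phosphorylation and 0.17 for the olfactory receptors. For WNT it was 0.047, while the mean and the test went down. The lowest adjusted p was 0.528 with an estimated correlation and 0.514 by fry.

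Between 7 d and 2 h 13 lists differed. The median difference was 0.13 for glycolysis, 0.14 for the hypoxia-responsive genes, 0.58 for the fibroblast markers, 0.21 for NOTCH, 0.66 for the immediate early genes, 0.55 for the metallothioneins and 0.42 for collagen modification. It was -0.20 for heat shock, -0.16 for the splicing factors, -0.17 for the cell cycle, -0.11 for oxidative phosphorylation, -0.05 for the histones and 0.14 for the olfactory receptors. The lowest adjusted p was 0.239 with an estimated correlation and 0.231 by fry.

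In the normoxic cultures, which the paper does not compare over time, 284 genes differed between 2 h and 7 d at an adjusted p under 0.05 from limma, 97 higher and 187 lower at 7 d. Without the line as a block the count was 43, and without H9 1, without HS360 65 and without HS401 0. With the fibroblast marker mean as a covariate it was 0. The markers themselves fell over this contrast, so that covariate takes up part of it, and the 0 does not show that the genes depend on fibroblast RNA. The fibroblast markers had a median log2 fold change of -1.505 with 10 of 16 lower over all genes, among them DCN at -2.74 (adjusted p = 0.00551) and FAP at -2.54 (adjusted p = 0.0110). Camera gave adjusted p = 0.0797 for them with an estimated correlation and fry adjusted p = 0.00556. The 7 d plates were also longer in culture after seeding than the 2 h plates.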

How the results depend on the processing

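Chosen after seeing the data were the lower quartile as a covariate, the fit without the 5 arrays of low lower quartile and the fibroblast marker mean as a covariate; the other settings were set beforehand. Of 660 values of the main results under the latter, 534 stayed on the same side of the threshold or within 1.5 times the count, and of 164 under the former 124. For the other named genes these were 7823 of 7869 and 2003 of 2025, and for the gene lists 838 of 933 and 184 of 216. Named genes and lists whose direction reversed in any setting were counted with the main results. The shares of the other named genes and of the lists thus leave out the least steady ones by construction. A change of sign where neither value passed a threshold was counted as the same. Fewer lines or arrays leave fewer samples in the fit, and only genes above the median level means fewer genes tested; for all other settings the cause was not tested. Camera has no term for a random block, so the lists were not run with one, and NANOG was not run. Probes near background limit the dim genes: the lower quartile of the arrays lies at 5.64 to 6.17 on the log2 scale.

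With each line left out in turn, genes past the adjusted p numbered 0 to 3 at 2 h (0 in the full fit; 3 without HS360), 0 to 0 at 24 h (1), 0 to 0 at 7 d (5), 0 to 19 over the mean of the time points (26; 0 without H9 or HS401) and 0 to 65 in normoxia over time (284). At the study's thresholds higher genes numbered 14 to 38 at 2 h (17), 46 to 156 at 24 h (89) and 81 to 207 at 7 d (120), and lower genes 3 to 24 (3), 12 to 75 (10) and 50 to 166 (84), with 0 to 10 higher at all 3 time points (6). MYC at 7 d ranged from 0.93 to 1.19 and SLC2A1 from 0.895 to 1.065, neither called. Lists past the threshold at 24 h numbered 8 to 11 (6).

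Without a replicate block there were 9 higher genes at 2 h, 49 higher and 6 lower at 24 h, 63 higher and 47 lower at 7 d, and at the adjusted p 0 at 24 h, 0 at 7 d, 5 over the mean and 43 in normoxia over time. With the line as a random block these last were 0, 1, 17 and 155. With the 9 pairs as a block, lower genes numbered 10 at 2 h, 17 at 24 h and 148 at 7 d, and at the adjusted p there were 0 at 24 h, 0 at 7 d and 9 over the mean. With only the samples of the time point there were 12 lower genes at 2 h, 28 at 24 h, 187 lower and 221 higher at 7 d, and 0 and 1 at the adjusted p at 24 h and 7 d. After a second quantile normalization 5 were lower at 2 h and 16 at 24 h. With each array centred on its median the adjusted p gave 0 at 24 h, 0 at 7 d and 16 over the mean. Among genes above the median level 0 were lower at 2 h, 50 higher and 2 lower at 24 h, and 68 higher at 7 d, with 19 at the adjusted p at 7 d. Among named genes 1 was lower at 24 h, and with trend and robust 9 passed the adjusted p at 7 d.

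With the lower quartile as a covariate 29 genes were higher and 9 lower at 2 h, 19 lower at 24 h, and 10 higher at all 3 time points, with 3, 40, 118 and 1276 at the adjusted p at 24 h, 7 d, over the mean and in normoxia over time. Without the 5 arrays 25 were lower at 2 h, 196 higher and 56 lower at 24 h, 185 higher at 7 d and 0 higher at all 3 time points, with 0, 2, 0 and 1 at the adjusted p. With the fibroblast marker mean as a covariate 50 were lower at 7 d, with 2 at 24 h, 0 at 7 d and 0 in normoxia over time at the adjusted p. The markers fell over time in normoxia, so this covariate takes up part of that contrast.

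MYC at 7 d was not called without a block (1.10, adjusted p = 0.0676), with the 9 pairs (1.10, adjusted p = 0.0622), with only the time point's samples (1.10, adjusted p = 0.105), after centring (1.06, adjusted p = 0.0820), without the 5 arrays (1.10, adjusted p = 0.104) and with the fibroblast covariate (0.99, adjusted p = 0.0610), over a range of adjusted p up to 1 without H9. SLC2A1 at 7 d was not called without a block (0.97, adjusted p = 0.448), with a random block (0.97, adjusted p = 0.113), with the 9 pairs (0.97, adjusted p = 0.0930), with only the time point's samples (0.97, adjusted p = 0.105), after centring (0.93, adjusted p = 0.139), without the 5 arrays (0.97, adjusted p = 0.104) and with the fibroblast covariate (1.00, adjusted p = 0.0663).

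Lists past the threshold numbered 10 at 2 h, 3 without the 5 arrays, 0 with an estimated correlation and 0 by fry. At 24 h they numbered 6, 3 with an estimated correlation and 3 by fry. At 7 d they were 16, then 0 and 5, and in normoxia over time 13, 8 with the fibroblast covariate, then 0 and 6. The lowest correlation between lines of the 6 groups, 0.945 to 0.972, was 0.844 to 0.919 above the median level and 0.931 to 0.952 on linear values.

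The direction of some lists reversed by test or median. At 2 h the snoRNAs were at 0.046 without the 5 arrays. The fibroblast covariate is the mean of the fibroblast markers, so their own value with it (0.0077 at 2 h) is near 0 by construction and tests nothing. With a line left out, at 2 h oxidative phosphorylation ranged from -0.02 to 0.04 (0.005 without H9), the snoRNAs from -0.205 to 0.125 (the latter without HS401), the histones from -0.02 (without H9) to 0.12 and the olfactory receptors from -0.15 (without HS401) to 0.21. At 24 h the snoRNAs ranged from -0.19 (without H9) to 0.095 and the olfactory receptors from -0.16 to 0.12 (the latter without H9). Without the 5 arrays HS360 gave the only hypoxia array at 24 h. In that fit the unfolded protein list was at -0.19, heat shock at -0.18, cholesterol synthesis at -0.030, collagen modification at 0.043, ribosomal proteins at -0.040, the snoRNAs at -0.097 and the olfactory receptors at 0.23. The snoRNAs were at 0.13 at 7 d with the lower quartile as a covariate. The immediate early genes were at 0.42 in normoxia over time with the fibroblast covariate, which takes up part of that contrast.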

Differences from the paper's values

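The share of all 24 genes of Fig. 4G, the settings of MYC, EGLN1 and CIART at the study's thresholds and the 3 settings added to those set before the data were examined were run only after the values were seen. In the full fit all values compared with the paper's lay within the bounds set for a difference. They included 193 higher and 97 lower genes, 10.7% of them in Fig. 3C where the paper gives 12%, and the correlations between lines on the linear scale. The share in Fig. 3C was 12.9% among named genes only and 17.1% among genes above the median level. It lay beyond the bound without a replicate block (6.33%), with the 9 pairs as a block (7.27%), with only the samples of the time point (5.99%) and with a line left out (4.24% to 5.88%). Only the 31 printed genes were counted, which all passed in the full fit. Their number can only fall in other settings, so these shares do not test the paper's 12%. The 52 entries of Table 1 lay within 0.02 of the values here, where the 10 entries lower at 7 d match on the log2 scale.

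Some statements of the paper differ from the values here or rest on other measures. The paper calls MYC significantly elevated at 24 h, and beside the arrays it gives RT-PCR in H9 and raised total MYC protein. Here the fold change was 1.40 with an unadjusted p of 0.00515 and adjusted p = 1 from limma, higher in all 3 lines. MYC thus met the study's p threshold of 0.01 and missed only its fold threshold of 1.5. Without HS360 it passed the study's thresholds at 24 h, with a fold change of 1.53 and an unadjusted p of 0.00453 from limma. The paper reports a rise of PHD2 in hypoxia at 24 h by Western blot, which measures protein and not the transcript; the transcript of EGLN1 was at 0.39, 0.28 and 0.41 on the log2 scale at 2 h, 24 h and 7 d (unadjusted p of 0.0426, 0.129 and 0.0330 from limma) and passed neither threshold in the full fit, nor the study's thresholds at any setting, while EGLN3, the gene of PHD3, passed the study's thresholds at 24 h (0.66). Fig. 3B draws CIART as higher at 7 d, read by eye; here it was at 0.35 with an unadjusted p of 0.128 from limma, and past the study's thresholds at 2 h (0.73) and 24 h (0.79); no setting brought it past them at 7 d. The paper gives the share of hypoxia-induced genes with a MYC binding site as over 10% and refers to Fig. 4G, whose legend speaks of transcripts that change; 17 of its 24 genes were higher here, 8.81% of the 193 higher genes, and 7 were lower, and all 24 set over the 193 give 12.4%. The paper reports few HIF-regulated transcripts at 7 d; of the 14 genes of Fig. 3B 6 were past the study's thresholds at 7 d against 12 at 24 h, and all 28 hypoxia-responsive genes were positive at 7 d with 7 past the study's thresholds.

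Table S1 lists 2 genes as lower at 2 h and 3 were found here. The gene outside it is PSG7, named after its value was seen, with a log2 fold change of -0.59 and a level of 4.19 in normoxia. The paper's text gives 97 lower transcripts in all, the number found here with PSG7 among them. No gene was lower at 2 or more time points here, so that total goes with 3 lower genes at 2 h rather than the 2 listed. The count of lower genes at 2 h was also 2 without a replicate block, with the line as a random block, after centring each array, among named genes, with trend and robust, and with the fibroblast covariate, which was chosen after seeing the values. The other 17, 89, 10, 120 and 84 genes of Table S1 were all shared, with values within 0.00033 on the log2 scale.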

Other observations

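The splits of the samples below were planned; the fit without the 5 arrays of low lower quartile was chosen only after the data were seen.

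At 7 d in hypoxia 22 of 23 immediate early genes, which respond to growth factors and stress, were positive, with a median of 0.57 and 8 past the study's thresholds (12 when adjusted over the list alone, none over all genes). CCN1 was at 1.01 (standard error 0.26) and JUN at 0.90 (standard error 0.34). The list's median was 0.80 in H9, 0.20 in HS360 and 0.66 in HS401. Of 19 genes of collagens and their modification 18 were positive (median 0.29) with 3 past the study's thresholds and 2 when adjusted over the list alone. Their median was 0.39 in H9, 0.07 in HS360 and 0.22 in HS401. The fibroblast markers, which share COL1A1, COL1A2, COL3A1 and COL5A1 with this list, had 14 of 16 positive (median 0.365), with 0.55, -0.06 and 0.645 in the same order of lines. PLOD2, a lysyl hydroxylase, was at 0.86 (standard error 0.25). With an estimated correlation camera gave adjusted p = 0.167 for the immediate early genes and adjusted p = 0.25 for the collagens.

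Other lists had negative medians at 7 d, which passed camera with a preset correlation and not with an estimated one (adjusted p = 0.318 for each of the 3). Of 31 cell cycle and replication genes the median was -0.16, and 3 fell at the study's thresholds (1 when adjusted over the list alone, GINS3, a member of the replicative helicase, at -0.81, standard error 0.15). Of 14 heat shock genes 2 were positive (median -0.18), and the cochaperone DNAJA1 fell at the study's thresholds (-0.89, standard error 0.22) and when adjusted over the list alone. Of 79 genes of oxidative phosphorylation 25 were positive (median -0.09) and none passed, with -0.03 in H9, 0.03 in HS360 and -0.26 in HS401. Of 18 genes of the unfolded protein response (median 0.03), VLDLR was higher (1.03, standard error 0.17) and EDEM3 lower (-0.68, standard error 0.20) at the study's thresholds and when adjusted over the list alone. All 15 measured genes of cholesterol synthesis were positive at 24 h (median 0.22), none past a threshold, with adjusted p = 0.143 from camera with an estimated correlation. The median was 0.44 in H9, -0.03 in HS360 and 0.26 in HS401. Without the 5 arrays of low lower quartile it was -0.030, but HS360 then gave the only hypoxia array at 24 h.

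Of 16 genes of the synthesis of stage-specific surface antigens none passed a threshold at 2 h, 24 h or 7 d, and the galactosyltransferase gene B3GALT5 was at -0.28 (standard error 0.18) at 7 d. The 29 ribosomal proteins had a median of 0.003 at 7 d, the 73 histones -0.007, the 163 snoRNAs 0.01 and the 339 olfactory receptors 0.14 (camera adjusted p = 0.00439, and adjusted p = 0.825 with an estimated correlation).

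The counts were compared with other splits of the samples that part the cultures of a line alike. Within 1 time point there are 4 such splits, too few for a share under 0.05. At 2 h all 4 gave as many genes at the adjusted p (0, highest other 0) and 3 gave as many at the study's thresholds (20, highest other 64). At 24 h 1 of 4, the real one, gave as many, both at the adjusted p (1, highest other 0) and at the study's thresholds (99, highest other 57). At 7 d it was again 1 of 4 (5, highest other 0, and 204, highest other 62), and 1 of 4 for normoxia at 7 d against 2 h (284, highest other 0). Over the mean of the 3 time points 1 of 100 splits, the real one, gave as many genes (26, highest other 1), and 1 of 100 for genes at all 3 time points (6, highest other 1). No other drawn split thus reached the real counts. These splits turned the pairs of line and time one by one, but the pairs come from only 3 lines, so chance is not excluded. Splits at 24 h that do not part the lines called up to 5984 genes, which points to a structure of the samples. Which split gave this count was not recorded, so it is not tied here to the arrays of low lower quartile.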
